# DNA Microarray and Bioinformatic Analysis Reveals the Potential of Whale Oil in Enhancing Hair Growth in a C57BL/6 Mice Dorsal Skin Model

**DOI:** 10.3390/genes15050627

**Published:** 2024-05-15

**Authors:** Junko Shibato, Fumiko Takenoya, Ai Kimura, Michio Yamashita, Satoshi Hirako, Randeep Rakwal, Seiji Shioda

**Keywords:** DNA microarray, oil, minoxidil, hair growth, immunostaining, animal model

## Abstract

Much research has been conducted to determine how hair regeneration is regulated, as this could provide therapeutic, cosmetic, and even psychological interventions for hair loss. The current study focused on the hair growth effect and effective utilization of fatty oil obtained from Bryde’s whales through a high-throughput DNA microarray approach in conjunction with immunohistochemical observations. The research also examined the mechanisms and factors involved in hair growth. In an experiment using female C57BL/6J mice, the vehicle control group (VC: propylene glycol: ethanol: water), the positive control group (MXD: 3% minoxidil), and the experimental group (WO: 20% whale oil) were topically applied to the dorsal skin of the mouse. The results showed that 3% MXD and 20% WO were more effective than VC in promoting hair growth, especially 20% WO. Furthermore, in hematoxylin and eosin-stained dorsal skin tissue, an increase in the number of hair follicles and subcutaneous tissue thickness was observed with 20% WO. Whole-genome transcriptome analysis also confirmed increases for 20% WO in filaggrin (*Flg*), a gene related to skin barrier function; fibroblast growth factor 21 (*Fgf21*), which is involved in hair follicle development; and cysteine-rich secretory protein 1 (*Crisp1*), a candidate gene for alopecia areata. Furthermore, the results of KEGG pathway analysis indicated that 20% WO may have lower stress and inflammatory responses than 3% MXD. Therefore, WO is expected to be a safe hair growth agent.

## 1. Introduction

In addition to protecting the head from external stimuli such as temperature, ultraviolet rays, and bruising, hair also excretes toxic substances such as heavy metals. Beautiful hair also has a significant impact on the visual effect of significantly changing one’s appearance and on the psychological effect of increasing one’s self-confidence. The demand for hair-care products is growing, especially with the recovery of economic activity due to the easing of behavioral restrictions caused by the COVID-19 pandemic, and the increasing number of elderly people and the growing problem of hair loss are expected to contribute significantly to future growth in the hair-care market. Currently, two drugs, minoxidil (MXD) and finasteride, are approved by the U.S. Food and Drug Administration (FDA) for the treatment of hair loss. Although the details of MXD’s mechanism of action are unknown, it is known to prolong the duration of the hair growth phase by inducing vasodilation of the scalp [1,2,3,4]. Finasteride has been demonstrated to prevent male pattern baldness by inhibiting 5α-reductase activity, which affects the metabolism of male hormones [5]. However, side effects such as scalp problems, including rashes and itching have been reported with MXD, and liver dysfunction, erectile dysfunction, and rashes have been reported with finasteride [6,7]. Thus, natural ingredients and organic formulations are in high demand in the hair-care product market.

Studies have shown that fish oil, which is rich in n-3 polyunsaturated fatty acids such as eicosapentaenoic acid (EPA), docosapentaenoic acid (DPA), and docosahexaenoic acid (DHA), has high antioxidant capacity, reduces systemic inflammation, and is generally known to prevent atherosclerosis [8,9]. Intake of foods with such antioxidant capacity and circulation-promoting effects is known to contribute to various health-promoting effects, and it has been reported that intake of foods with high antioxidant capacity promotes hair growth. Human hair is mostly made of amino acids, but fatty acids are also constituents of hair, and a decrease in fatty acids is known to lead to a decrease in water retention in the hair texture and further to a decrease in hair luster. In addition, a recent systematic review of hair growth and supplements [10] listed about a dozen dietary supplements that promote hair growth, including omega-3 and -6, which contain antioxidants. In addition, omega-3 fatty acids have blood flow-promoting properties, which may promote blood flow to the hair matrix cells in the hair follicles, which are important for hair growth and development in particular. There have also been reports of omega-3 and its effectiveness in promoting hair growth [11].

Hair growth repeats cycles of growth, regression, resting, and hair loss. The number of dermal papilla cells (DPCs) fluctuates throughout the hair cycle, and depletion or reduction in the number of DPCs results in the inability to re-enter the growth phase of the hair cycle [12,13]. In addition, since the increase in growth-promoting factors secreted by DPC is considered to be a very important parameter for evaluating hair-growth-promoting properties, it is necessary to maintain the function of DPC in order to maintain the normal hair cycle. Animal and vegetable oils rich in polyunsaturated fatty acids have been reported to improve scalp dermatitis and alopecia [14]. Arachidonic acid, which is structurally similar to omega-6 polyunsaturated fatty acids, promotes hair growth by prolonging the growth phase of the hair cycle [15] and also promotes dermal papilla cell viability and promotes FGF-7. It is known that hair formation is promoted by enhancing the expression of hair-growth-promoting factors [16]. Immortalized Human Follicle Dermal Papilla Cells (HFDPCs) are used in the development and evaluation of hair growth products because DPCs play an important role in hair formation and regulating hair cycle events. Therefore, we conducted an in vitro test to determine whether WO has the effect of proliferating HFDPCs.

Recent studies have confirmed that cold-pressed whale oil (WO) has high antioxidant and anti-inflammatory effects [17,18]. The high stearic acid content of the WO makes it suitable as a cosmetic material since the stearic acid in WO is a component that helps improve the barrier function and is used in conditioners and treatments. Furthermore, WO contains a large amount of DPA and EPA, which could be applied to scalp care and hair growth products. Experiments were conducted to confirm the hair-growth-promoting effects of WO, aiming to make effective use of the parts that are normally discarded and to utilize WO as a functional ingredient.

## 2. Materials and Methods

### 2.1. Sample Preparation and Whale Oil (WO)

Bryde’s whale (*Balaenoptera brydei*) skin was extracted with heated steam at 200 °C for 20 min and frozen. The WO was provided by Kyodo Senpaku Co. Ltd. (Tokyo, Japan).

### 2.2. MTT Assay

Immortalized Human Follicle Dermal Papilla Cells (HFDPCs; Cat. No.T0500, Applied Biological Materials Inc. (Abm) Richmond, BC, Canada) were seeded in 96-well culture plates at 3 × 10^4^ cells/100 μL/well and pre-cultured for 24 h at 37 °C and 5% CO_2_. Cultures were grown in DMEM (Dulbecco’s Modified Eagle’s Medium “Nissui” (2), Nissui Pharmaceutical) medium with 10% FBS (fetal bovine serum) and 1% antibiotic (Sigma A5955, St. Louis, MO, USA) at a ratio of 1%. After preincubation, the medium was replaced with new medium, and the WO, docosapentaenoic acid (DPA), and eicosapentaenoic acid (EPA) were adjusted to a concentration of 0.0–5.0% with D/E solution (DMSO:Ethanol = 1:1), and as a positive control minoxidil (MXD), which is used in hair growth products, was added at 5–30 μM concentration to D/E solution. Then, 24–120 h of incubation at 37 °C and 5% CO_2_ was followed by incubation with MTT (3-[4,5-]dimethylthiazol-2-2) from the Cell Growth Kit I (Roche Life Science, Indianapolis, IN, USA). After incubation at 37 °C and 5% CO_2_ for 4 h, 100 μL/well of solubilizing solution (0.01 M HCl, 10% SDS) was added and incubated at 37 °C and 5% CO_2_ for 24 to 120 h. After that, 100 μL/well of solubilizing solution (0.01 M HCl, 10% SDS) was added and incubated for 17 h at 37 °C, 5% CO_2_. After incubation, absorbance was measured at 570 nm using an iMark microplate reader (Bio-Rad, Hercules, CA, USA) with a reference wavelength of 650 nm. The cell viability (%) was determined by taking the number of viable cells without the evaluation sample as 100 when the evaluation sample was added. Each measurement was repeated twice and the average (average of values for each 12 wells) value was calculated. All results below are expressed as mean ± SE, using the Turkey method. *p* < 0.05 is considered a significant difference.

### 2.3. Confirmation of Gene Expression Involved in Hair Growth

Total RNA was extracted from HFDPCs with a mixture of WO, DPA, EPA (0.0–5.0%), and MXD (5–30 μM) in D/E solution (DMSO:Ethanol = 1:1) and incubated for 30, 60, and 90 min using the RNeasy Micro Kit (QIAGEN, Hilden, Germany). Total RNA was extracted according to the standard protocol. RNA concentration and 260/280 and 260/230 ratios were measured using a spectrophotometer to confirm RNA quality, and 100–500 ng of RNA was used to synthesize cDNA using the Affinity Script qPCR cDNA synthesis kit (Agilent, Santa Clara, CA, USA), followed by the Emerald Amp PCR Master (TAKARA, San Jose, CA, USA) with specific primers for *Fgf7* and *Vegf* genes (Table 1). PCR reactions (initial denaturation at 97 °C for 5 min, thermal denaturation at 95 °C for 45 s, annealing at 55 °C for 45 s, and extension at 72 °C for 1 min) were performed for 27 to 45 cycles. After the PCR reactions, the PCR products were separated on a 1.5% agarose gel and visualized with ethidium bromide and UV light. The expression levels of the visualized target genes were corrected for the expression level of the *Gapdh* gene, a housekeeping gene, and plotted (*n* = 3).

### 2.4. Evaluation of Hair Growth Using the Mouse Dorsal Skin Model

To evaluate the hair-growth-promoting effects of WO, a C57BL/6J mouse dorsal skin model was used for comparison. This is because MXD is used to treat alopecia [18] and is commonly used as a positive control in many hair studies. To improve the penetration of the test samples, propylene glycol: ethanol: water (5:3:2) was used as the VC group, and preliminary experiments were conducted with 1, 10, and 20% concentrations of WO. After preliminary experiments, the concentration of WO was determined to be 20%. C57BL/6J mice were divided into three groups (6 mice/group) and housed ad libitum at 22 ± 2 °C, 6:00–18:00, with a 12 h/12 h light/dark cycle. The hair cycle was adjusted by shaving the dorsal skin of the mice. Mice were shaved without anesthesia at 6 weeks of age using a trimmer MODEL 2200 (THRIVE), and 1 week later they were shaved again and the test samples were applied. Week 0 is 7 weeks old, week 1 is 8 weeks old, and week 3 is 10 weeks old. Briefly, 200 μL of the adjusted sample was applied to the back of the mice daily, and observations and photographs were taken at 0, 1, and 3 weeks. Photographs were analyzed using ImageJ software (National Institutes of Health and the Laboratory for Optical and Computational Instrumentation (LOCI, University of Wisconsin, USA)). The ratio of hair growth area to shaved area was calculated, and the hair growth rate (%) was measured.

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee of Hoshi University. The mice were bred and maintained under specific pathogen-free conditions in the animal facility of Hoshi University.

### 2.5. Histological Observations

In the hair growth evaluation experiment, the whole dorsal skin tissue of mice was fixed with 4% paraformaldehyde solution and replaced with PBS after 3 weeks of application of the conditioned sample. Paraffin sections were dehydrated and permeated with xylene for embedding in paraffin; 5 μm paraffin sections were treated with hematoxylin/eosin stain, dehydrated, permeated, and sealed with cover glass. Section images were photographed with a BZ-X 710 brightfield system (Keyence, Kansas City, MO, USA) at ×40 magnification, and images were analyzed using ImageJ software. The total number of hair follicles in the dermis and subcutaneous tissue and the thickness of the subcutaneous tissue were measured and the mean number of hair follicles and mean thickness of the subcutaneous tissue were calculated (*n* = 6), along with the hair follicle diameter (*n* = 20).

### 2.6. Whole-Genome DNA Microarray Analysis

In hair growth evaluation experiments, whole mouse dorsal skin tissue was sampled at 1 and 3 weeks after application of the conditioned samples and stored at −80 °C. The dorsal skin tissue was pulverized to a fine powder in liquid nitrogen and stored at −80 °C until RNA isolation. Dorsal skin tissue was ground to a fine powder in liquid nitrogen and stored at −80 °C until RNA isolation. DeNovix (Wilmington, DE, USA) formaldehyde–agarose gel electrophoresis was performed. Microarray analysis was performed using the Whole Mouse Genome Oligo DNA Microarray Kit 4x44K (Agilent) and the dye-swap method [19,20] to identify genes whose expression changed after WO and MXD treatment (upregulation: UP (≥1.5-fold), downregulation: DOWN (≤0.75-fold)) compared to VC. The Functional_Categories (KEYWORDS) and pathway (KEGG pathway) of the list of variable genes selected by the microarray analysis were analyzed using Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8.

The data have been deposited with the NCBI’s Gene Expression Omnibus—GSE263884 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263884; accessed on 13 April 2024).

## 3. Results

### 3.1. Proliferative Effects of HFDPC by MTT Assay

The results of cell proliferation effects in the HFDPCs with MTT assay are shown in Figure 1. Significant cell proliferative effects of the whale oil (WO) and minoxidil (MXD) were observed at all concentrations of 10, 15, and 30 μM compared to the control (D/E). The proliferative effect of WO on the HFDPCs was less effective than that of WO with DPA and EPA alone, suggesting that components other than DPA and EPA were involved in the proliferative effect of WO on HFDPCs.

### 3.2. Hair Growth Marker Gene Expression Results

Figure 2 and Figure 3 show the expression results of the hair growth marker genes, *Fgf7* and *Vegf*, in the HFDPCs induced by the WO. From the results shown in Figure 2, a significant increase in the *Fgf7* gene expression was confirmed only in WO and EPA treatment for 30 min. On the other hand, *Vegf* gene expression tended to increase at all treatment times, but significant increases in *Vegf* expression were confirmed in EPA and MXD treatments for 60 min and in DPA, EPA, and MXD treatments for 90 min (Figure 3).

### 3.3. Progression of Hair Growth

Figure 4A,B show the progress of hair growth in the dorsal skin of mice at 0, 1, and 3 weeks after the application of the conditioned samples. One week after the application of MXD, the hair growth rate was high, but at three weeks, the WO showed a significantly higher hair growth promotion effect. While there were individual differences in MXD, there were almost no individual differences in WO, and a high hair-growth effect was confirmed in all individuals (Figure 4A, 3 weeks).

### 3.4. Optical Microscopic Observation with H&E Images

Figure 5 shows the results of measuring the total number of hair follicles in the dorsal skin tissue of the entire back layer of mice three weeks after application of the sample. As shown in Figure 5B, the number of hair follicles was significantly increased for both WO and MXD, but the number of hair follicles was particularly high for WO. In addition, the dorsal skin micrographs showed that the hair follicles were densely packed (Figure 5A). The thickness of the subcutaneous tissue was also measured, and a significant increase in thickness was observed for WO (Figure 5B). The thickness of subcutaneous tissue is related to: (1) protection against environmental factors and external stress and its involvement in the moisturizing function to prevent moisture loss; (2) protection of hair follicles by strengthening the formation of a layer of adipose tissue under the dermis and hair follicles, including heat insulation; and (3) indirect positive effects on hair growth by promoting the supply of necessary nutrients. Thus, it is believed that an increase in the thickness of subcutaneous tissue creates an environment conducive to healthy hair growth and further improves hair growth [21]. It was difficult to measure the length of the hair follicle, but we could measure the hair follicle diameter. As a result, a significant increase in hair follicle diameter was confirmed in WO compared to vehicle.

### 3.5. Transcriptomic Analysis Results

The cDNA microarray data have been submitted to NCBI’s Gene Expression Omnibus under the GEO series accession number GSE263884 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263884; accessed on 13 April 2024). Figure 6 shows the results of the investigation of the expression variation gene data obtained from the DNA microarray analysis of mouse dorsal skin.

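Total RNA of the whole dorsal skin was pooled from 6 mice per group and time point, and each pool of mice treated with 20% WO or 3% MXD was compared with the vehicle (VC) pool of the same week. Each of the 4 comparisons was hybridised to 2 Agilent 4x44K arrays as a dye swap, with the treated pool labelled with Cy5 on one array and with Cy3 on the other, giving 8 arrays. The 2 arrays of a dye swap measure the same pools, so each comparison has 1 replicate and no test between the groups of a comparison was possible. WO and MXD of the same week share the VC pool. The arrays of week 1 lay on one slide and those of week 3 on another, so that week and slide cannot be told apart. The methods give the mice as 7 weeks old at week 0, and the sample labels give them as 8 weeks old. The lowest preliminary concentration of WO is 1% in the methods and 5% in the labels. The last line of each label names another pair of groups than the title and both channels do, and the title and the channels were followed. For every spot the authors deposited the fluorescence intensity and the local background in each dye, and the scanner software's processed intensities with their log10 ratio and its p-value. They also deposited a series table of log10 ratios of Cy5 over Cy3. Each array held 44397 features, of which 43020 were not controls, and these covered 39429 distinct probes. Between 56.6% and 69.8% of the spots were well above background in Cy3 and between 73.1% and 82.8% in Cy5, and 0 spots were saturated. The median spot signal was 33.1 to 60.3 in Cy3 and 60.9 to 126 in Cy5, over a median background of 21.5 to 25, and the number of arrays and these dim signals limit the precision. Among the 10 copies of a probe on one array, the median SD of the log2 ratio was between 0.035 and 0.046. Here the background was corrected by normexp with an offset of 50, which draws the folds of dim probes toward 1, and each array was normalized by loess. The ratio was turned so that a positive log2 value means more RNA in the treated pool, the spots of one probe were averaged, and the mean of the 2 arrays was taken. A probe was tested when it was well above background for at least one of the RNAs on both arrays, and the limits were the paper's (UP at 1.5-fold or more, DOWN at 0.75-fold or less). Across the tested probes, Pearson's r between the arrays of a dye swap was 0.675 for WO at 1 week, 0.928 for WO at 3 weeks, 0.825 for MXD at 1 week and 0.756 for MXD at 3 weeks, and probes are not independent replicates. The median absolute difference between the arrays was between 0.108 and 0.138 on the log2 scale.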

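In the comparison of the WO pool with the VC pool after 1 week, 452 of 25898 tested probes were UP and 579 were DOWN, so that 56.2% of the changed probes were decreased. In WO at 3 weeks, 2259 of 27564 probes were UP and 5000 were DOWN, with 68.9% decreased. The limit for a decrease lies nearer to no change than the limit for an increase, and with a limit of 1/1.5 for decreases their number was 156 after 1 week and 3578 after 3 weeks. Both arrays were past the limit for 314 increases and 323 decreases after 1 week, and for 1814 increases and 4251 decreases after 3 weeks. With the array that had the treated pool in Cy5 alone, 803 probes were UP and 652 DOWN after 1 week (44.8% decreased). Median centring in place of loess moved the share of decreases most. It put the median of all tested probes at −0.24 on the log2 scale after 1 week of WO, with a median of 0.14 on one array and −0.77 on the other, and left 140 probes UP and 9505 DOWN, which is 98.5% decreased. After 3 weeks it gave 5736 UP and 3565 DOWN (38.3% decreased). The scanner software's own ratio gave 1290 UP and 3396 DOWN after 1 week (72.5% decreased), and 5522 UP and 6789 DOWN after 3 weeks (55.1% decreased).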

For WO, the number of genes whose expression increased (UP: red) was 1614 and the number whose expression decreased (DOWN: blue) was 2389 in the first week, and in the third week, the number of genes whose expression increased was 5338 and the number that decreased was 7402. Similarly, at week 1 MXD, there was an increase of 1902 gene transcripts and a decrease of 3070 gene transcripts, and at week 3, there was an increase of 2234 gene transcripts and a decrease of 3874 transcripts. 

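In MXD at 1 week, 969 of 25852 tested probes were UP and 1372 were DOWN (58.6% decreased), and after 3 weeks 656 of 27551 were UP and 2434 were DOWN (78.8% decreased). Counting decreases from 1/1.5 left 504 of them after 1 week and 1435 after 3 weeks. Of the probes past the paper's limits, 681 increases and 838 decreases after 1 week and 435 increases and 1718 decreases after 3 weeks were past the limit on both arrays. The array with the treated pool in Cy5 alone gave 1476 increases after 1 week. The split between UP and DOWN again moved with the scaling. By the software's ratio 2051 probes were UP and 4106 DOWN after 1 week (66.7% decreased), and 2425 were UP and 4456 DOWN after 3 weeks (64.8% decreased). When each array was centred on its median, there were 858 UP and 1877 DOWN after 1 week (68.6% decreased), and 3803 UP and 1399 DOWN after 3 weeks (26.9% decreased).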

Investigating the top 30 genes among the list of genes with variable expression identified several factors associated with hair growth. 

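The largest changes were taken among probes with a gene symbol that were well above background for both RNAs and past the limit on both arrays. In WO at 1 week the increases were led by one probe of Flg (4.77-fold), Stfa1 (4.28-fold), Cyp2g1 (3.80-fold), Dop1a (3.62-fold) and Stfa3 (3.25-fold), and the arrays of Dop1a differed, with log2 ratios of 2.85 and 0.86. The decreases were led by Clec3b (0.322-fold), Raly (0.364-fold), Apobec2 (0.413-fold), Hamp2 (0.420-fold) and Hspa8 (0.453-fold). In WO at 3 weeks the increased genes were the keratins Krt34 (7.33-fold) and Krt28 (6.70-fold), the keratin-associated Krtap4-8 (7.15-fold) and Krtap3-1 (7.14-fold), and Gm11554 (6.65-fold). The decreased genes of that comparison were Sln (0.122-fold), Pde4dip (0.124-fold), Cox8b (0.124-fold), Tnni2 (0.125-fold) and a probe of Pvalb (0.125-fold). MXD at 1 week gave the largest folds of the 4 comparisons, from Gm10061 (49.7-fold) and Krtap20-2 (49.0-fold) to Gm35091 and Krt71 (44.1-fold each) and Krt25 (42.8-fold). Its decreases were led by Ppp1r3c (0.187-fold), Pde4dip (0.25-fold), Spon2 (0.266-fold), Cmya5 (0.292-fold) and Ppp1r27 (0.300-fold). In MXD at 3 weeks, Stfa2 (5.90-fold), Ear12 (4.28-fold), Ear1 (4.21-fold), one probe of Sprr2a3 (4.01-fold) and Ear2 (3.89-fold) were highest. Mgst3 (0.074-fold), Hmgb1 (0.136-fold), Hmgb1-rs17 (0.140-fold), Ubfd1 (0.143-fold) and Tmed2 (0.170-fold) were lowest. The arrays differed in size for Mgst3 (log2 ratios of −4.99 and −2.52), Hmgb1 (−3.77 and −1.98), Hmgb1-rs17 (−3.72 and −1.95), Ubfd1 (−3.53 and −2.09) and Tmed2 (−3.47 and −1.64).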

The identified genes and their brief functions are listed in Table 2. 

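Table 2 holds 64 entries for 55 genes, 16 in each comparison, and all 64 lay on the side of no change that the table gives. Of the 64, 45 were past the fold limit by the mean of the gene's probes that passed the filter, and 43 were past it on both arrays. By the scanner software's ratio, which adds no offset, the remaining 19 were past the limit too, and with an offset of 10 they were in 11 entries. In the single comparisons, 5 of 16 were past the limit for WO at 1 week, 14 for WO at 3 weeks, 14 for MXD at 1 week and 12 for MXD at 3 weeks. In 6 entries one RNA was not above background on either array, so that only a lower bound can be given. These are Mug2 after 1 week of WO (at least 1.37-fold higher), Myh3 after 3 weeks of WO (at least 1.24-fold lower), Oca2 (at least 1.89-fold higher), S100a7a (at least 1.75-fold higher) and Shh after 1 week of MXD, and Slc25a15 after 3 weeks of MXD (at least 1.23-fold lower).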

Genes colored in purple are associated with hair growth and are described below.

#### 3.5.1. Whale Oil (WO) at 1 Week

*Flg* (Filaggrin)*:* A decrease in filaggrin causes skin barrier function deterioration. 

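Flg was measured by 3 probes on chromosome 3 of mm9, from 93083694 to 93083753, from 93090187 to 93090246 and from 93097529 to 93097588. In WO at 1 week their mean was 3.41-fold the VC pool, 3.29 with the treated pool in Cy5 and 3.53 with it in Cy3, and the lowest of the probes was at 2.49. In WO at 3 weeks Flg stood at 0.470-fold. With MXD it stood at 1.31-fold after 1 week and 1.35-fold after 3 weeks, inside the limits.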

Many patients with atopic dermatitis have been found to have genetic abnormalities of filaggrin, and filaggrin is attracting attention as a key substance in the treatment of atopic dermatitis. The *Flg* gene mutations also cause a decrease in natural moisturizing factors in the stratum corneum, leading to cutaneous xerosis and epithelial barrier abnormalities [22]. Filaggrin normalizes skin pH and is involved in improving barrier function [23].

#### 3.5.2. Whale Oil (WO) at 3 Weeks

*Fgf21* (Fibroblast growth factor 21)*:* It is involved in the regulation of glucose metabolism and promotes blood glucose uptake by adipocytes. 

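The probe of Fgf21 lies on chromosome 7 from 52869305 to 52869364. It was dim, and after 3 weeks of WO the VC RNA was well above background on 1 of the 2 arrays. Its ratio was then 1.26 (1.25 and 1.27 on the single arrays), and 6.90 by the scanner software. In WO and MXD at 1 week neither RNA was well above background, so no fold is given.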

Fgf21 (−/−) mice have been shown to have lower body weight, slower hair re-growth, less hair volume, and smaller hair follicle diameter compared to wild-type mice. *Fgf21* has been shown to affect hair follicle development and growth cycle in mice, suggesting that this may be related to the Pi3k/Akt and Mapk/Erk signaling pathways [24].

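In WO at 3 weeks, Crisp1 was 4.67-fold the VC pool by its probe on chromosome 17 (40435143 to 40438282), with 4.42 and 4.93 on the arrays of the dye swap. Neither RNA was well above background after 1 week of WO. In MXD at 3 weeks its fold was 1.51, with 1.44 on the array that had the treated pool in Cy3.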

*Crisp1* (Cysteine-rich secretory protein 1)*:* The mouse strain C3H/HeJ, which is prone to alopecia areata, is deficient in Crisp1 protein in the hair shaft. Although clinically C3H/HeJ mice have normal hair, abnormal *Crisp1* expression may predispose them to alopecia areata and affect the severity of the disease [25].

*Padi3* (Peptidylarginine deiminase type III)*:* Padi3 is essential for hair follicle formation, and mutations in the *Padi3* gene are the cause of a rare hair disorder called uncombed hair syndrome, which is associated with centrifugal scarring alopecia of the scalp, a more frequent condition affecting mainly African women [26].

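The Padi3 probe (chromosome 4, 140341364 to 140341423) rose 4.34-fold after 3 weeks of WO, by 4.26 and 4.42 on the single arrays. In MXD at 1 week it rose 11.3-fold (10.6 and 12.0), and 30.9-fold by the software's ratio. It was at 1.06-fold after 1 week of WO and at 1.37-fold after 3 weeks of MXD.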

*S100a3* (S100 calcium-binding protein A3)*: S100a3* is associated with cuticle maturation and is thought to contribute to its enhancement [27]. Furthermore, blockade of S100A3 activity inhibits hair growth in mice, suggesting that *S100a3* can be used as a target for hair loss treatment [28].

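For S100a3 (chromosome 3, 90406396 to 90406455) the fold after 3 weeks of WO was 3.76, and the arrays differed, with 5.17 where the treated pool was in Cy5 and 2.74 where it was in Cy3. In MXD at 1 week they gave 14.27 and 14.34, with a mean of 14.3. Its ratio after 3 weeks of MXD was 1.42.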

#### 3.5.3. Minoxidil at 1 Week

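A probe on chromosome 5 (28783983 to 28784042), spotted 10 times on each array, measures Shh. In MXD at 1 week the VC RNA was not above background on either array, and Shh was at least 1.67-fold higher in the MXD pool (1.93 and 1.45 on the single arrays). The software's ratio, in which a dim signal is replaced by a small surrogate, was 20.7. In MXD at 3 weeks the fold was 1.37, and 2.02 by the software.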

*Shh* (Sonic hedgehog)*:* Shh is important for hair development and the hair cycle. In growing skin, *Shh* is expressed at high levels in the follicular matrix and functions as a mitogen to promote regeneration during the growth phase; SHH signaling is also essential for proper regulation of hair follicle morphogenesis [29].

*Tgm3* (Transglutaminase 3)*:* Tgm3 is involved in various processes related to hair follicle morphogenesis, promoting hair formation and strengthening and also supporting hair shaft growth. 

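Tgm3 is read by probes on chromosome 2 at 129874069 to 129874128 and at 129876035 to 129876094. For MXD at 1 week they disagreed, with 2.00-fold for the first and 1.08-fold for the second, and a mean of 1.47-fold (1.52 and 1.42 on the single arrays), short of the limit. For WO at 3 weeks the same probes gave 3.51-fold and 0.978-fold.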

Many Tgm3 −/− mice exhibit hair abnormalities and have been found to have distorted cuticles. In addition, *Tgm3* contributes to the maintenance of skin barrier integrity [30].

#### 3.5.4. Minoxidil at 3 Weeks

*Degs2* (sphingolipid delta (4)-desaturase 2): Degs2 is a ceramide synthase, and reduced ceramide levels and altered ceramide composition are associated with atopic dermatitis and psoriasis. It has been suggested to be important for skin barrier function [31].

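The Degs2 probe on chromosome 12 (109928501 to 109928560) was 2.51-fold the VC pool after 3 weeks of MXD, 2.34 and 2.70 on the arrays of the dye swap, and 2.64-fold after 1 week of MXD. With WO it was 1.45-fold after 1 week and 1.23-fold after 3 weeks.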

### 3.6. Biological Functional Enrichment Analysis

To ascertain what biological function pathways were associated with the variable expression gene clusters obtained by DNA microarray analysis of the WO treatment, we performed an enrichment analysis using the DAVID tool. Each pathway in the resulting KEGG pathway was statistically significant (*p*-value ≤ 0.05), including detoxification (mmu00480:Glutathione metabolism, mmu00983:Drug metabolism—other enzymes), insulin (mmu04911:Insulin secretion, mmu04910:Insulin signaling pathway, etc.), hair (mmu04916:Melanogenesism, mmu04310:Wnt signaling pathway [32], etc.), inflammation and stress response (mmu04060:Cytokine-cytokine receptor interaction, mmu04062:Chemokine signaling pathway, etc.), muscle contraction (mmu04270:Vascular smooth muscle contraction, mmu04260:Cardiac muscle contraction, mmu04924:Renin secretion, etc.), and vasodilation (mmu04022:cGMP-PKG signaling pathway, mmu04926:Relaxin signaling pathway, etc.), and is categorized and shown graphically in Figure 7.

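The KEGG tables of DAVID were not used here. In their place, 12 lists of genes were written from general knowledge of these functions, and the median log2 ratio of each list was set against 10000 random lists of the same size and expression. A list was called shifted when its median lay outside the central 95% of the random lists. The hair shaft and follicle list has 30 genes, 5 of which are in Table 2. Its median after 1 week of WO was 0.22 over 24 genes, with 21 of them higher than in VC and random lists between −0.062 and 0.050. For WO at 3 weeks it was 2.15, with 30 of 30 genes higher (random lists from −0.28 to 0.19). For MXD at 1 week it was 3.07, with 29 of 29 higher (−0.12 to 0.085), and after 3 weeks of MXD 0.45, with 28 of 30 higher (−0.17 to 0.13). The alternative that moved it most in 1 week of MXD was the scanner software's ratio, with a median of 3.94. Under median centring the median after 1 week of WO was 0.087, still above random lists drawn under the same centring. Of its most highly expressed members after 3 weeks, Krt71 was at 4.50-fold and Tchh at 4.68-fold with WO, and at 1.18-fold and 1.41-fold with MXD.

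**Figure D1:**
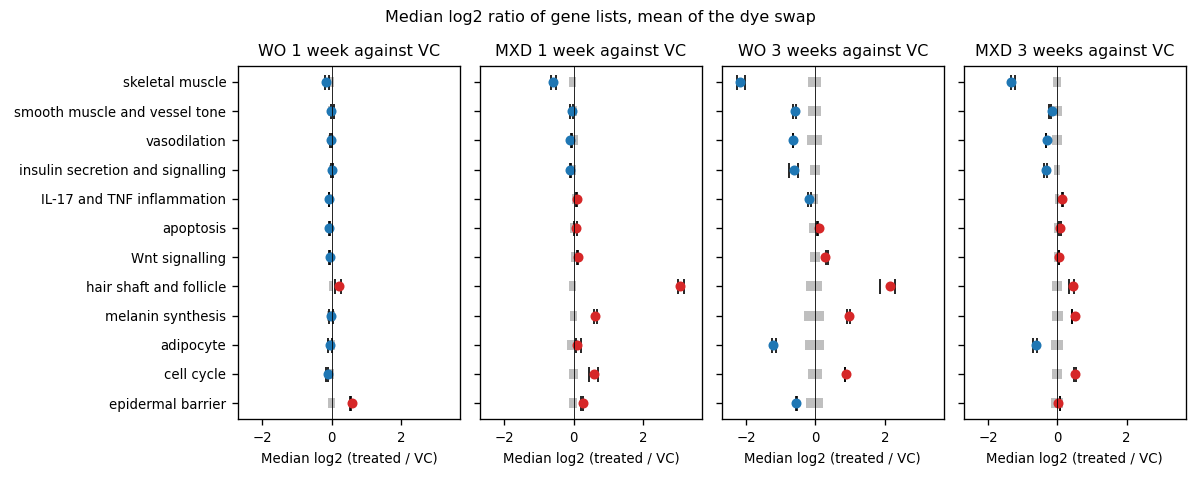
Median log2 ratio of treated over VC for 12 gene lists in the 4 comparisons, 1 panel for each. Dots are the list medians by the mean of the dye swap (red above 0, blue below), black ticks are the medians on the 2 single arrays, and grey bars are the central 95% of random lists matched on expression. The hair shaft and follicle list lies above 0 in all 4 panels, from 0.22 in WO at 1 week to 3.07 in MXD at 1 week, and keeps that side under median centring.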

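The list of 40 skeletal muscle genes, 11 of them in Table 2, had a median log2 ratio of −0.18 after 1 week of WO, with 31 of 39 genes lower (random lists from −0.084 to 0.070). On the array with the treated pool in Cy5 alone it was −0.081 and inside the random lists. For WO at 3 weeks it was −2.17, with 39 of 40 genes lower (random lists from −0.20 to 0.15) and 38 DOWN. With MXD it was −0.59 after 1 week, with 32 of 39 lower (random lists from −0.13 to 0.076) and 26 DOWN, and −1.35 after 3 weeks, with 40 of 40 lower (−0.13 to 0.10) and 37 DOWN. Over the alternatives it stayed between −2.27 and −1.73 for WO at 3 weeks and between −1.43 and −0.90 for MXD at 3 weeks. For WO at 3 weeks, Myh4 was at 0.161-fold and Tnnc2 at 0.173-fold. In MXD at 3 weeks, Myh4 and Tnni2 were at 0.345-fold and Tnnc2 at 0.449-fold.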

As shown in Figure 7, the vasodilation and muscle contraction pathways were common in the DOWN category, but the percentage of the muscle contraction pathway was particularly high in the DOWN category for both WO and MXD. This was thought to be most likely due to the promotion of vasodilation by decreasing vasoconstriction-related gene expression. These results suggest that MXD has a vasodilating effect on blood flow by dilating blood vessels, and WO may have a similar vasodilating effect. In addition, inflammation-related pathways were observed in both the UP and DOWN categories, but MXD was found to have a higher proportion of inflammation pathways in the UP category. 

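Genes of smooth muscle and vessel tone (25 genes, of which none is in the skeletal muscle list) had a median log2 ratio of −0.60 after 3 weeks of WO, with 20 of 24 genes lower than in VC (random lists from −0.22 to 0.17). For MXD at 3 weeks it was −0.17, with 19 of 23 lower (random lists from −0.15 to 0.12). With the brightest probe of each gene in place of their mean it was −0.15 and inside the random lists, and under median centring it was 0.022, below random lists that centring had also moved up. After 1 week the medians were inside the random lists, at −0.009 with WO and −0.050 with MXD. Its most highly expressed genes after 3 weeks were Acta2 (0.605-fold with WO, 0.740 with MXD and 1.01 with MXD under median centring), Myl9 (0.416 and 0.652) and Tagln (0.572 and 0.902). The vasodilation list (20 genes, 1 in Table 2) went the same way. Its median was −0.65 after 3 weeks of WO (random lists from −0.24 to 0.18), with 11 of 17 genes DOWN, and −0.30 after 3 weeks of MXD (−0.16 to 0.13), with 8 of 16 DOWN. It was −0.014 after 1 week of WO and −0.097 after 1 week of MXD, both inside the random lists. Ramp2, one of its most highly expressed members, was at 0.521-fold after 3 weeks of WO and 0.749-fold after 3 weeks of MXD, and Npr2 was at 1.06-fold and 0.903-fold. Lists of fibroblast, endothelial and leukocyte genes also fell after 3 weeks of WO, with medians of −1.11, −0.78 and −0.66. The falls of the smooth muscle and vasodilation lists there are therefore not specific to vessel tone. After 3 weeks of MXD the fibroblast, endothelial and leukocyte lists were at −0.095, −0.35 and 0.001. From the share of vasodilation and muscle contraction pathways in the DOWN category, the paper proposes as most likely that lower expression of vasoconstriction-related genes promotes vasodilation. It also proposes that MXD dilates blood vessels and that WO may have a similar effect.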

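In a list of 50 genes of IL-17 and TNF inflammation, none of which is in Table 2, 6 of 42 genes were UP and 1 was DOWN after 3 weeks of MXD. The 6 were Ccl2 (2.16-fold), Ccl7 (1.84-fold), Fos (1.64-fold), S100a9 (1.81-fold), Tnfaip3 (1.69-fold) and Il1b. For MXD at 1 week, 0 of 41 were UP and 3 were DOWN, namely Bcl3 (0.694-fold), Mmp3 (0.592-fold) and S100a9 (0.683-fold). In WO at 1 week, Fos (2.35-fold) and Jun (1.60-fold) were UP, and Ccl7 (0.745-fold), Cxcl10 (0.719-fold) and S100a8 (0.579-fold) were DOWN, of 41 genes. At 3 weeks of WO 4 of 40 were UP and 9 DOWN, and the increased ones were Edn1 (1.92-fold), Junb (1.55-fold), S100a8 (2.61-fold) and S100a9 (2.30-fold). The genes named from these counts were chosen after their values were seen.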

Further confirmation of this inflammatory pathway revealed that the mmu04657:IL-17 signaling pathway and mmu04668:TNF signaling pathway, which are known to play a central role as regulators of inflammatory responses, were upregulated in the MXD signaling pathway and are known to be upregulated by MXD, whereas they were downregulated by WO. Furthermore, the apoptosis and epherocytosis pathways were also classified as upregulated in MXD and downregulated in WO. 

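The median log2 ratio of the IL-17 and TNF inflammation list was 0.14 after 3 weeks of MXD, with 37 of 42 genes higher than in VC (random lists from −0.061 to 0.053). For MXD at 1 week it was 0.11, with 27 of 41 higher (−0.054 to 0.054), while the mean of the list was 0.014. With WO the median was −0.068 after 1 week, with 30 of 41 genes lower (random lists from −0.045 to 0.029), and −0.18 after 3 weeks, with 28 of 40 lower (−0.11 to 0.080). Under median centring the value after 1 week of WO was −0.16 and inside the random lists. A list of leukocyte genes was at −0.66 after 3 weeks of WO and at 0.46 after 1 week of MXD. The inflammation shifts there cannot be told from a change in leukocyte content. After 1 week of WO and 3 weeks of MXD the leukocyte list was near no change, at 0.003 and 0.001. The difference between MXD and WO was not tested, since each has 1 pool per week.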

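For a list of 39 apoptosis genes, the median log2 ratio was 0.075 after 1 week of MXD (random lists from −0.090 to 0.079) and 0.082 after 3 weeks (−0.11 to 0.091), inside the random lists. With WO it was −0.074 after 1 week, with 27 of 36 genes lower, just outside the random lists (−0.070 to 0.046). On each single array, at −0.081 and −0.040, it was inside them. At 3 weeks of WO it was 0.10 (random lists from −0.18 to 0.14), with a mean of −0.024. The highly expressed Mcl1 and Xiap were at 0.936-fold and 0.950-fold after 3 weeks of WO and at 1.05-fold and 1.23-fold after 3 weeks of MXD. The list mixes genes that promote apoptosis with genes that inhibit it, such as Mcl1 and Xiap. Its median therefore gives no direction of apoptosis. Genes of efferocytosis were not analysed here.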

The results are summarized in Figure 8. 

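The list of insulin secretion and signalling, with 50 genes, had a median log2 ratio of 0.000 after 1 week of WO (random lists from −0.071 to 0.043), with 1 of 44 genes DOWN, Ppp1r3c (0.478-fold). At 3 weeks of WO the median was −0.62 (random lists from −0.17 to 0.12), with 28 of 46 genes DOWN and 0 UP. With MXD it was −0.096 after 1 week, with 30 of 45 lower (−0.085 to 0.064), and −0.32 after 3 weeks, with 42 of 46 lower (−0.088 to 0.078) and 21 DOWN. At 1 week of MXD it was inside the random lists under median centring (−0.13) and on the array with the treated pool in Cy3 alone (−0.072). After 3 weeks, Slc2a4 was at 0.169-fold with WO and 0.433-fold with MXD, Pygm at 0.236-fold and 0.321-fold, and Snap25 at 0.708-fold and 1.14-fold, and the arrays of Snap25 differed, with log2 ratios of −0.078 and −0.92 for WO and 0.78 and −0.40 for MXD. Skeletal muscle fibres also use 20 of the listed genes, and these had medians of −1.31 after 3 weeks of WO and −0.78 after 3 weeks of MXD. For the other 30 the medians were −0.30 and −0.22, below random lists that reached down to −0.21 and −0.11. Since fibroblast (−1.11), endothelial (−0.78) and leukocyte (−0.66) genes fell further after 3 weeks of WO, the fall there is not specific to insulin genes.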

More interestingly, insulin-related pathways were found to be predominantly DOWN for all WO and MXD categories (Figure 7).

## 4. Discussion

Many factors related to hair growth were detected by the DNA microarray analysis. 

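The epidermal barrier list of 24 genes, 4 of them in Table 2, had a median log2 ratio of 0.59 after 1 week of WO, with 19 of 22 genes higher than in VC and 11 UP. It was −0.55 after 3 weeks of WO (random lists from −0.27 to 0.21), with 8 genes UP and 12 DOWN of 23. Highly expressed members at 1 week were Lce1a1 (1.45-fold), Lce1d (1.61-fold) and Lor (1.55-fold, and 0.998-fold under median centring). At 3 weeks Lce1a1 was at 0.245-fold and Lor at 0.212-fold, while Sprr1a was at 3.25-fold. With MXD the barrier list had medians of 0.28 after 1 week (random lists from −0.13 to 0.098) and 0.004 after 3 weeks, inside the random lists. After 3 weeks its mean was 0.23 and its median with an offset of 10 was −0.012. Of 23 genes, 2 were UP and 2 DOWN after 1 week of MXD, and 6 were UP and 2 DOWN after 3 weeks. The melanin synthesis list of 15 genes, 2 of them in Table 2, had a median of 0.61 after 1 week of MXD, with 13 of 14 higher (−0.095 to 0.10), and 0.50 after 3 weeks, with 14 of 15 higher (−0.16 to 0.15). By the software's ratio the first of these was 2.34. With WO it was −0.010 after 1 week, over 9 genes and inside the random lists, and 0.98 after 3 weeks (random lists from −0.32 to 0.23), with 12 of 15 higher. Dct was at 1.86-fold and Tyrp1 at 1.97-fold after 3 weeks of MXD, and at 2.79-fold and 2.92-fold after 3 weeks of WO. Trpm1 after 1 week of MXD rests on 3 probes that disagree, at 2.75-fold, 1.77-fold and 1.07-fold, with a mean of 1.74-fold. Oca2, whose probe lies on chromosome 7 (63791667 to 63791726), was at 2.40-fold after 3 weeks of WO.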

As shown in Table 2, many of the upregulated genes were found to be related to anti-inflammation, hair growth, and skin barrier for WO and to hair growth, skin barrier, and melanin synthesis for minoxidil (MXD). In addition, many of the downregulated genes were found to be related to “vasoconstriction” and “muscle contraction”. Furthermore, KEGG pathway analysis (Figure 7) confirmed that pathways classified as muscle contraction-related were downregulated. This suggests that WO and MXD may cause muscle relaxation and vasodilation as a common function. 

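The skeletal muscle genes of Table 2 make up 6 of its entries for WO at 3 weeks, 5 for MXD at 1 week and 3 for MXD at 3 weeks, and 13 of these 14 were DOWN. After 3 weeks of WO, Sln was at 0.122-fold, Neb at 0.222-fold, Ttn at 0.225-fold and Mylpf at 0.507-fold (the mean of probes at 1.27 and 0.202), and Myh3 was at least 1.24-fold lower, a bound inside the limit, since the WO RNA was not above background on either array with the probe used. At 1 week of MXD they ran from 0.324-fold (Myh4) to 0.601-fold (Myh8, the mean of probes at 0.343, 0.650 and 0.971), with Myh2 at 0.353-fold, Myh1 at 0.408-fold and Ttn at 0.479-fold. For MXD at 3 weeks Des was at 0.306-fold, Myh8 at 0.525-fold (probes at 0.354, 0.395 and 1.04) and Mylpf at 0.562-fold (probes at 1.01 and 0.312). Among the 20 most highly expressed skeletal muscle genes outside Table 2, 5 were DOWN after 1 week of WO, 20 after 3 weeks of WO, 15 after 1 week of MXD and 20 after 3 weeks of MXD, with median folds of 0.843, 0.213, 0.673 and 0.370. Ptgs1, which Table 2 also lists, was at 0.145-fold after 3 weeks of WO.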

Minoxidil was developed by an American pharmaceutical company in the 1960s as an antihypertensive for hypertension due to its vasodilating effect. It is believed to have a hair-growth effect from the improvement in blood flow due to this vasodilatation [33,34]. The present results suggest that WO has the same vasodilator effect as MXD.

Furthermore, as to the point that the insulin-related pathway was DOWN for both WO and MXD, diazoxide, the only drug approved by the U.S. Food and Drug Administration for the treatment of hyperinsulinemic hypoglycemia, has been shown to increase blood glucose by inhibiting insulin secretion through opening of ATP-sensitive potassium (KATP) channels. Hypertrichosis has been reported as a side effect [35,36], and indeed diazoxide is also known to stimulate hair growth [37]. 

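Genes of KATP channel subunits lie outside the rule by which genes were named and were chosen after their values were seen. Under MXD, Abcc9 was at 0.677-fold after 1 week and 0.445-fold after 3 weeks, and Kcnj8 at 0.804-fold and 0.908-fold. Kcnj11 was at 1.24-fold after 1 week (2.04 by the software's ratio) and 0.872-fold after 3 weeks. Abcc8 was at 1.00-fold and 0.869-fold.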

Like diazoxide, MXD is a potent KATP channel opener, and as a result, decreased expression of many genes classified in the insulin secretion-related pathway were detected. Whale oil also showed a large decrease in the expression of genes classified in the insulin secretion-related pathway, suggesting that WO may also have a KATP-channel-opening effect.

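Under WO, Abcc9 was at 1.44-fold after 1 week, where median centring put it at 0.957-fold, and 0.214-fold after 3 weeks. Kcnj8 was at 0.911-fold after 1 week and 0.661-fold after 3 weeks, Abcc8 at 1.04-fold and 1.44-fold, and Kcnj11 at 0.915-fold and 1.10-fold, the last at 0.875-fold by the software's ratio.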

IL17 and TNF signals are known to play a central role as regulators of inflammatory responses. As shown in Figure 8, IL17 and TNF signals, which promote inflammation, were increased by MXD and decreased by WO. 

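The most highly expressed genes of the inflammation list did not all follow its median. For MXD at 3 weeks, Cebpb was at 0.725-fold, Jun at 0.890-fold and Nfkbia at 1.30-fold. After 3 weeks of WO they were at 1.29-fold, 0.919-fold and 0.466-fold. Tnf itself lay between 0.893-fold and 1.08-fold in the 4 comparisons. Its signal was low, so the offset draws its fold toward 1. By the software's ratio it was at 0.638-fold after 3 weeks of WO, past the limit for a decrease. That ratio stayed inside the limits after 1 week of WO (0.844) and after 1 and 3 weeks of MXD (1.25 and 1.12).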

IL-1B, which was included in the IL17 and TNF signals in MXD, is a potent proinflammatory cytokine that is rarely detected in normal tissues and is produced and secreted by inflammation-inducing stimuli [38].

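Il1b, by its probe on chromosome 2 from 129190347 to 129190406, was at 2.03-fold after 3 weeks of MXD (1.95 and 2.11 on the single arrays) and at 0.912-fold after 1 week. With WO it was at 0.906-fold and 0.983-fold.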

In addition, for mmu04210: apoptotic and mmu04148: epherocytosis, MXD was classified as an ‘increase’, and increased expression of FASL and CASP6, which are involved in activating apoptosis, was confirmed. On the other hand, WO was classified as a ‘decrease’, and decreased expression of DIABL and DFFB, which activate apoptosis, was observed (Figure 8).

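Casp6 (chromosome 3, 129616453 to 129616512) was at 1.63-fold after 3 weeks of MXD, 1.73 and 1.53 on the single arrays, and at 1.30-fold after 1 week, with 1.54 on the array that had the treated pool in Cy5. The probe of Fasl (chromosome 1, 163711056 to 163711115) was dim. For MXD at 3 weeks each RNA was well above background on 1 of the arrays only, so it did not pass the filter, and its ratio of 1.05 (2.64 by the software) lies near the floor.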

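In WO at 1 week, Diablo was at 0.835-fold (0.858 and 0.813 on the single arrays) as the mean of probes at 0.891-fold (chromosome 5, 123962170 to 123962229) and 0.784-fold (123973293 to 123973352). Dffb (chromosome 4, 153339092 to 153339151) was at 0.805-fold, 0.770 and 0.842 on the single arrays. Both lay inside the limit for a decrease, and by the software's ratio they were at 0.418-fold and 0.414-fold. After 3 weeks of WO, Diablo was at 1.16-fold and Dffb at 1.12-fold.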

Apoptosis is promoted by intracellular stresses such as oxidative stress, and furthermore, epherocytosis has an inflammation-reducing effect that processes dead cells before toxic reactive oxygen species, proteases, and caspases are released by a mechanism in which dead cells are removed by phagocytes after apoptosis [39]. It has also been suggested that reducing apoptosis promotes hair growth and minimizes hair loss [40]. Therefore, considering these results, it is possible that the WO may promote hair growth more than MXD by inhibiting or reducing apoptosis.

The side effects of MXD include dermatitis such as eczema, hives, and itching, and the probability of MXD-induced side effects is estimated to be about 8%. The propylene glycol contained in the solvent used to penetrate MXD may be considered as a cause of the high incidence of dermatitis, but propylene glycol itself is not the cause because the solvent used for WO in this experiment also contained propylene glycol. Therefore, the results of this current research suggest that although dermatitis symptoms were not observed, inflammation and oxidative stress may have increased with MXD compared to WO at the transcript level. These results suggest that WO, like MXD, is a vasodilator and may promote hair growth by reducing inflammation, oxidative stress, and apoptosis.

## 5. Conclusions

This study on the effect of WO using genomics data and histological experiments provided insight into transcript-wide changes and highlighted some potential mechanisms and factors involved in hair growth. The study is not exhaustive and needs further research, and there are certain limitations to this study, as follows: (1) There were no terms related to hair growth that were UP or DOWN only for the WO. However, there are changes (oppositely regulated) in gene expression among WO and MXD. For example, we did identify that the Wnt signaling pathway, which is said to be related to hair growth, was UP in the third week of WO and DOWN in the third week of MXD. 

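The list of 42 Wnt signalling genes had a median log2 ratio of 0.28 after 3 weeks of WO, with 31 of 41 genes higher (random lists from −0.16 to 0.13), 13 UP and 5 DOWN. After 3 weeks of MXD it was 0.054, inside the random lists (−0.092 to 0.084), with a mean of −0.008 and 24 of 40 genes higher. There 1 gene was UP, Wif1 (1.63-fold), and 5 were DOWN, namely Apc (0.707-fold), Dvl3 (0.351-fold), Gsk3b (0.739-fold), Sfrp2 (0.641-fold) and Sfrp4 (0.537-fold), named after their values were seen. In the other weeks the median was −0.049 with WO (random lists from −0.066 to 0.042) and 0.12 with MXD (−0.084 to 0.074). Ctnnb1, Fzd1 and Fzd10 were at 1.60-fold, 2.30-fold and 1.43-fold after 3 weeks of WO, and at 1.26-fold, 1.28-fold and 0.963-fold after 3 weeks of MXD.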

Since this experiment evaluated hair growth in HFDPCs and mice, the actual hair growth effect of WO in humans needs to be confirmed in future experiments/human trials. Furthermore, the hair growth mechanism of WO was analyzed only at 0, 1, and 3 weeks by whole-genome DNA microarray expression analysis in this experiment. Therefore, it is necessary to elucidate the mechanism in detail, including the application of RT-PCR and Western blotting approaches for quantification of the target genes and protein components, taking the hair cycle into consideration. (2) It is also necessary to confirm the proliferative effect of not only hair papilla cells but also the hair follicle stem cells (HFSCs). Since the number of HFSCs was not measured in this experiment, it is not clear whether the action of WO is to increase or activate HFSCs. However, the function of the SHH signaling pathway promotes activation and proliferation of quiescent HFSCs (the fold-change of the *Shh* gene was found to be 2.08 at 1 week of WO and 3.56 at 3 weeks) [41]. Furthermore, HFSCs proliferate by receiving hair-growth-promoting signals from the papilla cells [42], and FGF-7 and VEGF have been shown to be important factors for the proliferation of HFSCs [43]. 

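In the WO comparisons, Shh was at 1.94-fold after 3 weeks, 1.96 with the treated pool in Cy5 and 1.92 with it in Cy3, and at 3.30-fold by the scanner software. For WO at 1 week neither RNA was well above background for Shh, so no fold is given.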

Based on these facts, it is conceivable that WO may proliferate HFSCs via papilla cells. Moreover, ki67 and Edu immunofluorescence staining methods would be more accurate for measuring the proliferation of the HFSCs in mouse dorsal skin.

## Figures and Tables

**Figure 1:**
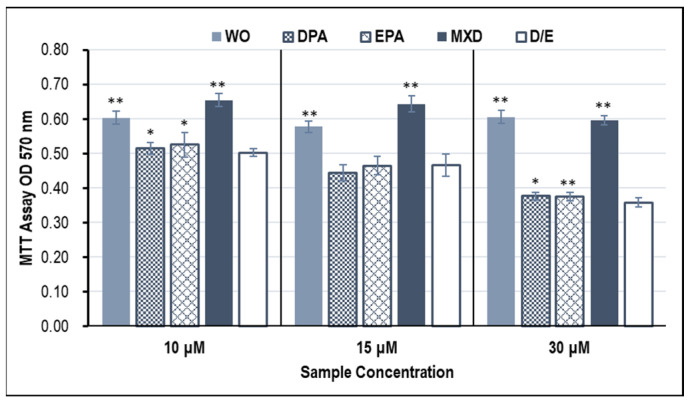
HFDPC proliferation effect of WO with the MTT assay. The graph shows the results on the third day after addition of the test sample. Results are presented as mean ± SE; ** *p* < 0.01, * *p* < 0.05 when compared to the respective D/E values by Student’s *t*-test. WO, whale oil; MXD, minoxidil; DPA, docosapentaenoic acid; EPA, eicosapentaenoic acid; D/E, DMSO:Ethanol.

**Figure 2:**
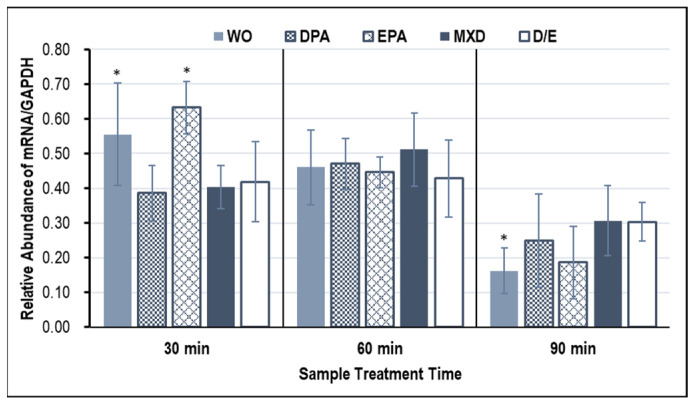
*Fgf7* gene expression in HFDPCs with RT-PCR. The graph shows the expression of the *Fgf7* gene 30, 60, and 90 min after addition of the test sample. Results are presented as mean ± SE; * *p* < 0.05 when compared to the respective D/E values by Student’s *t*-test (*n* = 3). WO, whale oil; MXD, minoxidil; DPA, docosapentaenoic acid; EPA, eicosapentaenoic acid; D/E, DMSO:Ethanol.

**Figure 3:**
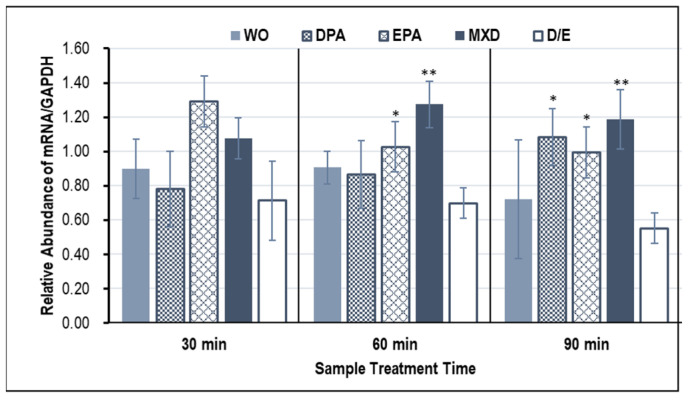
*Vegf* gene expression in HFDPCs with RT-PCR. The graph shows the expression of the *Vegf* gene 30, 60, and 90 min after addition of the test sample. Results are presented as mean ± SE; ** *p* < 0.01, * *p* < 0.05 when compared to the respective D/E values by Student’s *t*-test (*n* = 3). WO, whale oil; MXD, minoxidil; DPA, docosapentaenoic acid; EPA, eicosapentaenoic acid; D/E, DMSO:Ethanol.

**Figure 4:**
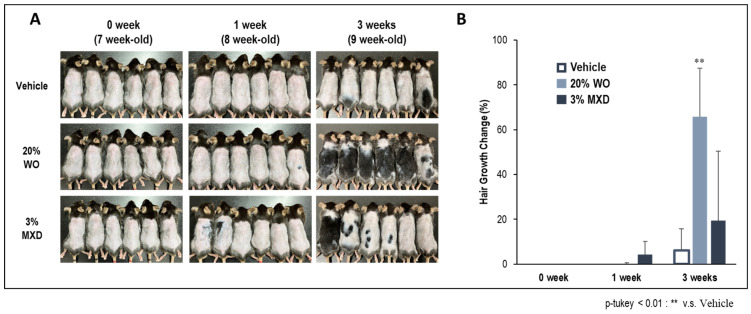
Effect of WO application on hair growth on the dorsal skin of mice. (**A**) Progressive growth of hairs on dorsal skin of mice; (**B**) percentage of hair growth area on the back of mice. WO, whale oil; MXD, minoxidil.

**Figure 5:**
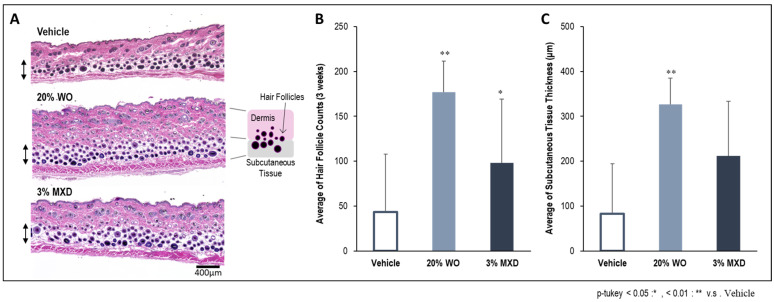
Experimental measurement of the number of hair follicles and thickness of subcutaneous tissue in the dorsal skin tissue of mice. (**A**) H&E-stained photo of mouse dorsal skin tissue; (**B**) number of hair follicles; (**C**) thickness measurement of the subcutaneous tissue. Lens magnification is ×40. WO, whale oil; MXD, minoxidil.

**Figure 6:**
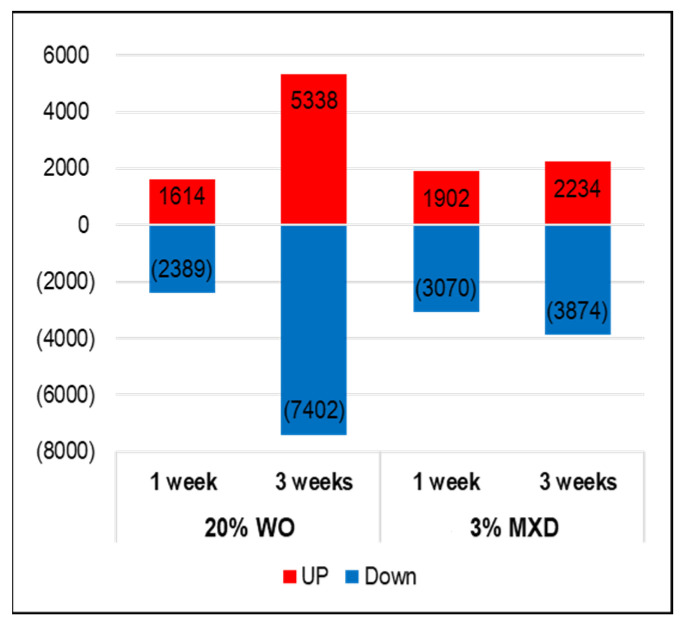
Number of genes whose expression changes were observed due to WO and MXD. The graph shows genes whose expression increased in red and the number of genes whose expression decreased in blue. WO, whale oil; MXD, minoxidil.

**Figure 7:**
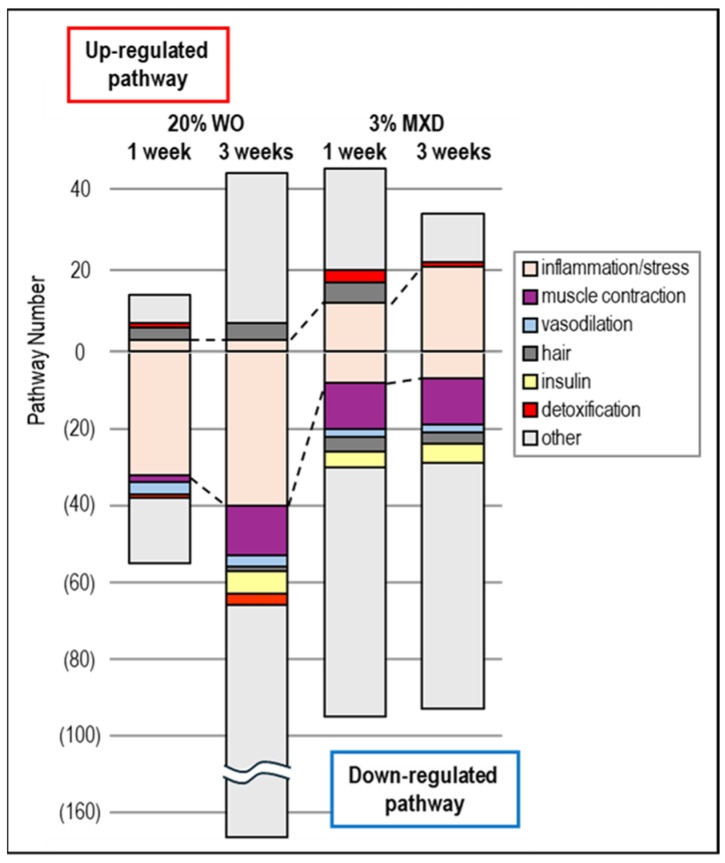
Pathway analysis of the genes with altered expression in the mouse dorsal skin. Data obtained from KEGG pathway analysis using the DAVID tool were categorized into inflammation, muscle contraction, vasodilation, hair, insulin, detoxification, and others, and the number of pathways were counted and graphed. WO, whale oil; MXD, minoxidil.

**Figure 8:**
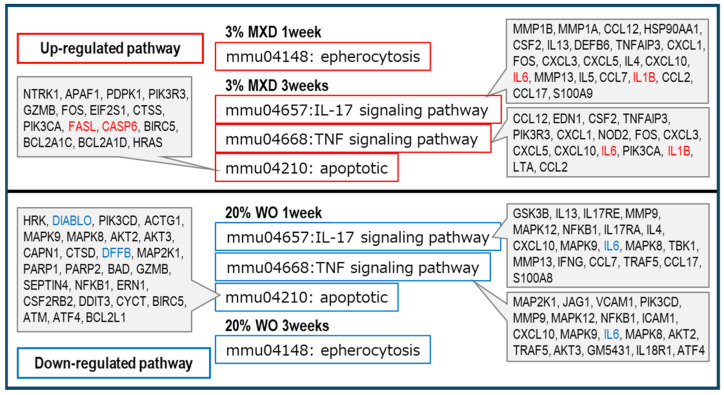
Discussion of inflammation-related and apoptosis pathway analysis results. The pathway terms selected to contrast MXD and WO in the KEGG pathway analysis classified as inflammation were mmu046657: IL-17 signaling pathway, mmu04668: TNF signaling pathway, mmu04210: apoptotic, and mmu04148: epherocytosis. WO, whale oil; MXD, minoxidil.

**Table 1:** Primer designs used for RT-PCR analysis.

	Forward Primer		Reverse Primer			
Accession (Gene)	Primer Name	Nucleotide Sequence (5′-3′)	Primer Name	Nucleotide Sequence (5′-3′)	Product Size (bp)	Gene Name
NM_002009	hH005	cacagataggaagaggtcaatga	hH006	taacttcttgtgtgtcgctcag	262	*Fgf7*
AY047581	hH007	ctgaggagtccaacatcaccat	hH008	ttcgtttaactcaagctgcctc	254	*Vegf*
NM_002046	hH009	acagtcagccgcatcttctt	hH010	atgggatttccattgatgaca	276	*Gapdh*

**Table 2:** Factors related to hair growth in the top genes of expression variation. (in red: increased expression; in blue: decreased expression).

**20% WO 1 week**			**20% WO 3 weeks**		
Gene name	Fold	Function	Gene name	Fold	Function
*Mug2*	12.94	Anti-inflammatory, Anti-degranulation	*Fgf21*	7.39	Hair Growth, Barrier Function
*Scgb1b27*	7.37	Anti-inflammatory	*Crisp1*	7.42	Alopecia
*Scgb1b26-ps*	6.76	Anti-inflammatory	*Idi2*	7.79	Moisturizing
*Mug1*	5.82	Anti-inflammatory, anti-degranulation	*Serpina1d*	7.13	Anti-inflammatory
*Flg*	5.26	Anti-inflammatory, Moisturizing, Barrier function	*S100a7a*	6.27	Skin Protection
*Idi2*	4.82	Moisturizing	*Tchh*	4.71	Moisturizing, Barrier function
*Stfa1*	4.73	Anticoagulant	*Padi3*	4.52	Hair Growth, Barrier Function
*Scgb1b30*	4.72	Anti-inflammatory	*S100a3*	4.00	Cuticle
*Slc16a6 (MCT7)*	0.18	Inflammation	*Pon1*	0.08	Antioxidant
*Cndp2*	0.20	Oxidation	*Myh3*	0.11	Muscle contraction
*Diablo*	0.23	Apoptosis	*Sln*	0.11	Muscle contraction
*Acod1*	0.27	Oxidation/Inflammation	*Pvalb*	0.13	Muscle contraction
*Pyy*	0.27	Vasodilation	*Mylpf*	0.13	Muscle contraction
*Slc5a3*	0.28	Oxidation/Inflammation	*Neb*	0.14	Muscle contraction
*Renbp*	0.29	Vasoconstriction	*Ttn*	0.14	Muscle contraction
*Slc5a3 (SMIT1)*	0.31	Vasoconstriction	*Ptgs1(COX-1)*	0.14	Vasoconstriction
**3% MXD 1 week**			**3% MXD 3 weeks**		
Gene name	Fold	Function	Gene name	Fold	Function
*Oca2*	54.35	Melanin synthesis	*Sprr2i*	10.10	Barrier function
*Calhm4*	45.11	Barrier function	*Mug2*	9.32	Anti-inflammatory, Anti-degranulation
*S100a7a*	33.73	Skin Protection	*Sprr2a3*	6.94	Barrier function
*Trpm1*	34.02	Melanin synthesis	*Sprr2j-ps*	5.73	Barrier function
*Padi3*	30.89	Hair Growth, Barrier Function	*Tff1*	4.76	Barrier function
*Shh*	28.83	Hair growth	*Nppb*	4.71	Vasorelaxation
*S100a3*	15.34	Cuticle	*Sprr2e*	4.39	Barrier function
*Tgm3*	4.68	Hair Growth, Barrier Function	*Degs2*	4.35	Barrier function
*Leap2*	0.24	Antibacterial	*Mgst3*	0.08	Detoxification
*Serpinb12*	0.26	Skin Protection	*Slc25a15*	0.14	Detoxification
*Hamp2*	0.27	Antimicrobial	*Slc22a4*	0.14	Detoxification
*Myh4*	0.31	Muscle contraction	*Ptx3*	0.19	Anti-inflammatory
*Ttn*	0.33	Muscle contraction	*Prdx3*	0.21	Antioxidant
*Myh8*	0.33	Muscle contraction	*Mylpf*	0.23	Muscle contraction
*Myh2*	0.35	Muscle contraction	*Myh8*	0.24	Muscle contraction
*Myh1*	0.40	Muscle contraction	*Des*	0.26	Muscle contraction

## Data Availability

The data presented in this study are available in the article and submitted databases. The raw data are available upon reasonable request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

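Total RNA from the dorsal skin of mice treated with 20% WO, 3% MXD or VC for 1 or 3 weeks was pooled from 6 mice per group, labelled with Cy3 or Cy5, and hybridised in dye swap to 8 Agilent 4x44K arrays. The scanner software read the arrays. For each spot the authors deposited the mean fluorescence intensity and the median local background in each dye, without normalization. They also deposited the processed intensity, in which the software had subtracted the background, removed spatial trends, normalized the dyes within the array by a linear and a LOWESS step, and put a small surrogate in place of signals near the background. The log10 ratio of the processed Cy5 over the processed Cy3 intensity was deposited with its p-value from the software's error model for a single spot. In that column the ratio is 0 where both intensities are surrogates, which held for 8.5% to 16.6% of the spots of an array. The series table that the authors deposited holds the log10 ratio of the processed intensities without this step. This was checked spot by spot, and the largest gap was 5e-09. The table was not centred and gives Cy5 over Cy3 for every array. With the treated pool in Cy5 and then in Cy3, its medians were −0.0163 and −0.0145 for WO at 1 week, −0.0205 and 0.00294 for MXD at 1 week, −0.00308 and −0.026 for WO at 3 weeks, and 0.00286 and −0.0123 for MXD at 3 weeks. The number of columns of the series table that were not used was 0.

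The intensities were processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The mean spot intensity was corrected for the median background by normexp with an offset of 50 and normalized within each array by loess, with control spots and spots marked as outliers (214 to 340 per array) given no weight. The log2 ratio was turned so that positive values are higher in the treated pool. Spots of the same probe were averaged without outliers, which matters for the 399 probes spotted 10 times, and the mean over the dye swap was taken. A probe was tested when at least one RNA was well above background, by the software's mark on a share of at least 0.5 of its spots, on both arrays. The paper's limits of 1.5 and 0.75 were applied to the fold. A gene's value is the mean over its probes that passed this filter, or over all its probes where none did. Of the probes, 33598 carry a gene name, for 24008 gene symbols. Older symbols in the lists were renamed by a current table of mouse gene names. Where one RNA was not well above background on either array with the probes used, the fold is given as a lower bound on this scale, and where neither was, no fold is given. Signals near the background limit what these arrays can show, and the offset makes the folds of dim probes smaller than those of the software.

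The lists of genes stand in for KEGG pathways and were written from general knowledge. They cover skeletal muscle, smooth muscle and vessel tone, vasodilation, insulin secretion and signalling, IL-17 and TNF inflammation, apoptosis, Wnt signalling, hair shaft and follicle, melanin synthesis, adipocytes, cell cycle and the epidermal barrier. A further 4 lists name genes of fibroblasts, endothelial cells, basal keratinocytes and leukocytes, written later but before they were tested. The median of a list was placed among 10000 random lists of the same size drawn within 20 bins of expression, and called when outside the central 95%. Efferocytosis and detoxification were not analysed here. The numbers of apoptosis genes past the limits are not reported here. The effect of a treatment over both weeks was fitted by limma with Benjamini-Hochberg adjustment. The VC channels of week 3 were compared with those of week 1 as separate channels after loess and Aquantile normalization, or after quantile normalization of all channels.

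The samples, the tests, the limits, the 12 lists and 16 alternatives were set before the data were examined, and 2 alternatives were added after. The alternatives were an offset of 10, the software's log ratio, the series table, median centring, no filter, a filter on both RNAs, both arrays past the limit, each array alone, an equal limit of 1/1.5 for decreases, gene symbols in place of probes, the software's p at most 0.01 on both arrays, the probe farthest from no change, the brightest probe, a shared spread in the limma fit, quantile normalization, and slide as a block. The genes named were every gene the paper names, the 5 probes with the largest change in each direction, and the 3 most highly expressed members of each list. The values of Table 2 had been seen when this rule was written.

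The counting was tested on simulated data with 200 changed probes in each comparison. All of them were recovered (100%), with 10 false calls at the noise of WO at 1 week, 4 at that of WO at 3 weeks, 4 at that of MXD at 1 week and 64 at that of MXD at 3 weeks. The simulated changes lay well beyond the fold limits and the noise was small. Full recovery therefore says nothing about changes near the limits. Of 100 simulated lists of 30 genes, 100% were called when shifted by 0.5 on the log2 scale. Of those not shifted, 7% were called for WO at 1 week, 9% for WO at 3 weeks, 4% for MXD at 1 week and 5% for MXD at 3 weeks. These lists held random genes with shuffled values, so they do not vary together as genes of a real list may. False calls among real lists may therefore be more frequent. The limma fit of either treatment recovered 0% of 200 simulated changes among 24706 probes at the spread between the weeks. With a spread shared by both treatments it recovered 26.5% for WO, with 24 false calls, and 0% for MXD.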

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

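In this part, the use of the basal keratinocyte list at 1 week to argue against more epidermis and the tests of the slide by the lists in the treated pools and by single channels were chosen only after the result was seen, and the other tests were set earlier.

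A list of 22 cell cycle genes moved in opposite directions in the 2 weeks of WO. Its median log2 ratio over VC was −0.11 after 1 week, with 18 of 20 genes lower (random lists from −0.086 to 0.068), and 0.89 after 3 weeks, with 22 of 22 genes higher (−0.22 to 0.19). The shift at 1 week was small and just past the random lists, with 0 of 20 genes past a limit. For WO at 1 week, 7% of simulated lists without a shift were also called. The single arrays gave −0.15 and −0.095 after 1 week and 0.84 and 0.87 after 3 weeks. The values nearest to no change, −0.095 and 0.844, keep the sign of their week, which argues against dye bias or noise of one array. At 1 week this argument is weak, since the values are small. Under median centring the medians were −0.46 and 1.23, and by the software's ratio −0.24 and 1.12, also outside the random lists. The difference between the weeks was not tested, since each week has 1 pool. Among the most highly expressed members, Cdc20 was at 0.967-fold, Pcna at 0.793-fold and Rrm2 at 1.04-fold (0.708 under median centring) after 1 week. After 3 weeks Cdc20 was at 1.87-fold, Mki67 at 1.59-fold and Pcna at 1.24-fold. Each ratio compares pools on the same slide, but week and slide are confounded, and the VC pool that serves as reference changed as well. The list rose in VC by 0.48 from week 1 to week 3, with 20 of 20 genes higher, and a rise of the reference lowers a ratio over it. The time of treatment stays open, untested.

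The epidermal barrier list did the reverse under WO. Its median was 0.59 after 1 week, with 19 of 22 genes higher (random lists from −0.094 to 0.091), and −0.55 after 3 weeks, with 14 of 23 genes lower (−0.27 to 0.21), and the difference was not tested. The single arrays nearest to no change gave 0.534 and −0.522, which argues against dye bias or noise of one array. Median centring left 0.084 after 1 week, above random lists that this centring had lowered. If a larger share of epidermis in the sample were the whole cause at 1 week, basal keratinocyte genes would rise with it. Their median was 0.073, inside the random lists (−0.14 to 0.11), with Krt14 at 1.06-fold, Krt15 at 0.855-fold and Perp at 1.14-fold, which argues against it, although the outer root sheath of the follicle also expresses this list. After 3 weeks the basal list was at −0.416, just below the random lists (−0.39 to 0.30), which goes with less epidermis. That value is fragile. It was inside the random lists with an offset of 10 (−0.404), by the software's ratio (−0.346), on the array with the treated pool in Cy5 alone (−0.371) and under median centring (0.037). It is not specific either, since the fibroblast, endothelial and leukocyte lists also fell in that comparison. Within the barrier list, 8 genes were UP and 12 DOWN after 3 weeks, so a smaller share of epidermis could at most be a part of it. A change of the barrier genes with time of treatment stays open, untested.

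The paper reports each treatment against VC and does not compare the VC pools with each other. Between week 1 and week 3, the hair shaft and follicle list rose in VC by 4.98 on the log2 scale (31.6-fold), with 30 of 30 genes higher and random lists between −0.17 and 0.12. The melanin list rose by 1.15, the epidermal barrier list by 0.67, and the leukocyte list fell by 0.86. With quantile normalization of all channels they changed by 4.90, 1.15, 0.62 and −0.89. Across the VC channels, the hair list lay between 4.37 and 5.33, the melanin list between 1.07 and 1.23, the barrier list between 0.62 and 0.79 and the leukocyte list between −0.94 and −0.80. Of the 26107 probes, 1797 were past the limit for an increase and 2751 past that for a decrease. Across probes, which are not independent replicates, the change of the WO pool had an r of 0.792 with that of VC and the change of the MXD pool an r of 0.567. A slide alone would move every pool alike. The r with single VC channels was between 0.412 and 0.674 for the MXD pool, below the 0.717 to 0.972 between VC channels, and between 0.599 and 0.82 for the WO pool. The hair list changed by 1.588 in the MXD pool (between 1.51 and 1.67 over pairs of channels) and by 7.47 in the WO pool (7.07 to 7.56), outside the 3.76 to 5.57 over pairs of VC channels. The melanin list changed by 1.916 in the WO pool (1.80 to 2.04), outside the 1.01 to 1.295 of VC, and by 0.934 in the MXD pool, whose range of 0.832 to 1.12 overlaps with that of VC. The barrier list changed by −0.701 in the WO pool (−0.712 to −0.541), outside the 0.444 to 0.897 of VC, and by 0.449 in the MXD pool, inside it. The leukocyte list changed by −1.523 in the WO pool and −1.341 in the MXD pool, past the −1.10 to −0.704 of VC. Where a treated pool lies outside the range of VC, these values argue against the slide as the whole cause of its change. They do not decide the change of VC itself, since treatment effects that differ between the weeks would also move the pools apart. Whether the slide brought a part or all of the change of VC stays open, since all arrays of a week lie on one slide. The time since shaving, which differs between the weeks, and with it the regrowth of hair stay open, untested.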

How the results depend on the processing

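The count of single spots was chosen only after the values were seen, and the other settings were set earlier. A count of changed probes was taken as unchanged when it lay within 1.5 times the count at the claim. With an offset of 10 there were 799 UP and 1163 DOWN for WO at 1 week, 3404 UP for WO at 3 weeks, 1583 UP and 2106 DOWN for MXD at 1 week, and 1094 UP for MXD at 3 weeks. A smaller offset draws the folds of dim probes less toward 1 by its construction. The software's log ratio and the series table gave the same counts, with 1290 UP and 3396 DOWN for WO at 1 week, 5522 UP for WO at 3 weeks, 2051 UP and 4106 DOWN for MXD at 1 week, and 2425 UP and 4456 DOWN for MXD at 3 weeks. Median centring gave 140 UP and 9505 DOWN for WO at 1 week, 5736 UP for WO at 3 weeks, and 3803 UP and 1399 DOWN for MXD at 3 weeks. For the software's ratio and median centring the cause was not tested. The dye bias that median centring leaves is visible in the r between the arrays of a dye swap, which was −0.35 for WO at 1 week, 0.28 for WO at 3 weeks, −0.30 for MXD at 1 week and −0.063 for MXD at 3 weeks.

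Stricter rules lower a count by their construction. With both arrays past the limit, decreases were 323 for WO at 1 week and 838 for MXD at 1 week, and increases 435 for MXD at 3 weeks. A limit of 1/1.5 gave 156 decreases for WO at 1 week, 504 for MXD at 1 week and 1435 for MXD at 3 weeks. The software's p at most 0.01 on both arrays left 276 decreases for WO at 1 week, 769 for MXD at 1 week and 1494 for MXD at 3 weeks. Gene symbols, of which fewer exist than probes, gave 216 UP and 292 DOWN for WO at 1 week, 1490 UP for WO at 3 weeks, 615 UP and 861 DOWN for MXD at 1 week, and 431 UP and 1503 DOWN for MXD at 3 weeks. Each array alone gave 458 to 803 increases for WO at 1 week and 917 to 1476 for MXD at 1 week. Counting spots of the series table without a filter, with both arrays past the limit, gave 1614 UP and 2389 DOWN for WO at 1 week, 5338 UP for WO at 3 weeks, 1902 UP and 3070 DOWN for MXD at 1 week, and 2234 UP and 3874 DOWN for MXD at 3 weeks. The decreases for WO at 3 weeks stayed within 1.5 times in all of these settings, between 3411 and 7402. The filters on background left every count within 1.5 times. Decreases outnumbered increases except under the limit of 1/1.5 and under the software's p at 1 week, under median centring at 3 weeks, and for WO at 1 week on the array with the treated pool in Cy5 alone (803 UP and 652 DOWN).

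Of 196 values of 28 list medians behind the conclusions, 180 kept their place inside, above or below the random lists, 12 no longer lay outside the random lists and 4 newly did. Apoptosis after 1 week of WO was inside the random lists with an offset of 10 (−0.089), by the software's ratio (−0.11), under median centring (−0.38), without the filter (−0.058), with the brightest probe (−0.074) and on each array alone (−0.081 and −0.040). After 1 week of MXD it was above them with an offset of 10 (0.11), without the filter (0.072) and with the brightest probe (0.083), and after 3 weeks of MXD without the filter (0.076). Median centring brought inflammation after 1 week of WO (−0.16) and insulin after 1 week of MXD (−0.13) inside the random lists. On one array alone, skeletal muscle after 1 week of WO (−0.081 with Cy5, against −0.18 with Cy3) and insulin after 1 week of MXD (−0.072 with Cy3, against −0.091 with Cy5) were inside them, and so was smooth muscle after 3 weeks of MXD with the brightest probe (−0.15). Under median centring that list was at 0.022 after 3 weeks of MXD, still below random lists that this centring had raised. The cause was not tested. The skeletal muscle, smooth muscle and insulin lists stayed below the random lists for WO at 3 weeks, between −2.27 and −1.73, −1.01 and −0.45, and −1.03 and −0.50.

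Among folds past a limit in one of the settings, directions reversed under median centring after 1 week of WO for Acta2 (0.675-fold), Npr2 (0.712), Pygm (0.687), Nfkbia (0.691), Ctnnb1 (0.644), Cfd (0.734), Fabp4 (0.724), Rrm2 (0.708) and Lor (0.998), and after 3 weeks of MXD for Acta2 (1.01). Folds inside the limits in both settings also changed sides after 1 week of WO, such as Abcc9 (1.44 and 0.957), Acod1 (0.926 and 1.03) and Renbp (0.986 and 1.01). The basal keratinocyte list after 1 week of MXD, at −0.23, was at 0.006 on the array with the treated pool in Cy5 alone and at −0.22 on the other. The cause was not tested. Of 512 values of the 64 Table 2 folds, 245 moved by less than the spread between the arrays and 267 moved by more. For other named genes 143 of 340 moved by less and 197 by more. All 12 alternative values of the 6 relations between comparisons kept their direction. Signal over background limits the dim probes most, since their folds depend on the offset. Slide as a block was not run, since the arrays of each comparison lie on 1 slide. No paired analysis was possible because each group of a comparison is 1 pool.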

Differences from the paper's values

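Of 64 folds in Table 2, 40 differed from the values here by more than 1.5 times and by more than the spread between the arrays. Each was recomputed under 7 alternatives set before the data were examined, namely an offset of 10, the scanner software's log ratio, median centring, the series table, the probe farthest from no change, and each array alone. The software's ratio and the series table brought 26 of the 40 within the limits, the offset of 10 brought 8, the farthest probe 6, median centring 4, and each array alone 1. Of these, 1 with the offset of 10 and 3 under median centring still differed by more than 1.5 times and came within the limits only because the spread between the arrays was wider there.

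For 18 folds only the software's ratio and the series table came within the limits and the other alternatives did not. For WO at 1 week these were Scgb1b27 (the paper's value 7.37, here 1.54), Scgb1b26-ps (the paper's 6.76, here 1.91), Mug1 (the paper's 5.82, here 1.40), Acod1 (the paper's 0.27, here 0.926) and Pyy (the paper's 0.27, here 0.673). For WO at 3 weeks they were Fgf21 (the paper's 7.39, here 1.26), Idi2 (the paper's 7.79, here 2.34), Serpina1d (the paper's 7.13, here 2.15) and Pon1 (the paper's 0.08, here 0.289). For MXD at 1 week they were Calhm4 (the paper's 45.11, here 7.92), Leap2 (the paper's 0.24, here 0.782) and Serpinb12 (the paper's 0.26, here 0.657). For MXD at 3 weeks they were Sprr2i (the paper's 10.1, here 2.49), Mug2 (the paper's 9.32, here 1.37) and Sprr2a3 (the paper's 6.94, here 2.21). Also among them were Sprr2j-ps (the paper's 5.73, here 1.45), Tff1 (the paper's 4.76, here 1.19) and Nppb (the paper's 4.71, here 1.59). The 2.21 of Sprr2a3 is the mean of probes at 1.22 and 4.01.

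Those settings and the offset of 10, but no other, came within the limits for Padi3 in MXD at 1 week (the paper's 30.89, here 11.3), and for Sprr2e (the paper's 4.39, here 2.12), Degs2 (the paper's 4.35, here 2.51) and Ptx3 (the paper's 0.19, here 0.588) in MXD at 3 weeks, where the offset of 10 gave 0.359 and did so by the wider spread alone. For Crisp1 in WO at 3 weeks (the paper's 7.42, here 4.67) median centring did so too, while the farthest probe and the single arrays did not. For Ttn in WO at 3 weeks (the paper's 0.14, here 0.225) all but the single arrays did, median centring by the wider spread alone (0.276, farther from the paper's value). For Neb in WO at 3 weeks (the paper's 0.14, here 0.222) all but the array with the treated pool in Cy3 did, median centring again by the spread alone (0.275). For Flg in WO at 1 week (the paper's 5.26, here 3.41) all did but median centring and the array with the treated pool in Cy5. The farthest probe did so for Myh8 in MXD at 1 week (the paper's 0.33, here 0.601), as did median centring by the spread alone (0.576). The farthest probe alone did so for Mylpf (the paper's 0.23, here 0.562) and Myh8 (the paper's 0.24, here 0.525) in MXD at 3 weeks, whose probes were at 1.01 and 0.312 and at 0.354, 0.395 and 1.04.

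None of the 7 alternatives came within the limits for the remaining 11 folds. In WO at 1 week these were Idi2 (the paper's 4.82, here 1.05), Scgb1b30 (the paper's 4.72, here 1.15), Slc16a6 (the paper's 0.18, here 0.924), Cndp2 (the paper's 0.2, here 0.905), Diablo (the paper's 0.23, here 0.835), Slc5a3 (the paper's 0.28 and 0.31, here 0.942) and Renbp (the paper's 0.29, here 0.986). The others were Mylpf in WO at 3 weeks (the paper's 0.13, here 0.507), and Trpm1 (the paper's 34.02, here 1.74) and Tgm3 (the paper's 4.68, here 1.47) in MXD at 1 week. Several of these values are means of probes that disagree. For WO at 1 week they were 0.816 and 1.05 for Slc16a6, 0.875, 1.01 and 0.834 for Cndp2, and 0.816 and 1.09 for Slc5a3. Those of Renbp were at 0.949 and 1.02. With the first, the WO RNA was not above background on either array, so its 0.949 is only a lower bound on the decrease. The 0.986 of Renbp includes this bound, so its difference from the paper's 0.29, counted here, is not established. The other probes were at 1.27 and 0.202 for Mylpf, 2.75, 1.77 and 1.07 for Trpm1, and 2.00 and 1.08 for Tgm3. The spot farthest from no change, by the plain mean of the linear folds of both arrays in the series table, came within 0.005 of 63 of the 64 values, and some spot of the gene did for 64. That rule was chosen after seeing the values and drops 0 of the 64 entries. The 19 entries that were not past the fold limits here were all past them by the software's ratio, by the series table and by that rule. With an offset of 10, 11 were past them, under median centring 4, on the array with the treated pool in Cy5 alone 4, and by the farthest probe 1. Of the 19, Mug2 in WO at 1 week, Myh3 and Slc25a15 are lower bounds, which cannot place them inside the limits.

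Of the paper's 8 numbers of changed genes, 7 differed from the probes counted here. For WO at 1 week the paper's 1614 increases (here 452) and the paper's 2389 decreases (here 579) were met within 1.5 times by the software's ratio and the series table alone. For WO at 3 weeks the paper's 5338 increases (here 2259) were met by these and by median centring. For MXD at 1 week the paper's 1902 increases (here 969) were met by them, by the offset of 10 and by the array with the treated pool in Cy5 alone. The paper's 3070 decreases there (here 1372) were met by them and the offset of 10. For MXD at 3 weeks the paper's 2234 increases (here 656) were met by the software's ratio and the series table, and the paper's 3874 decreases (here 2434) by them, the offset of 10 and each array alone. The other alternatives set before the data were examined (no filter, a filter on both RNAs, both arrays past the limit, a limit of 1/1.5, gene symbols and the software's p) met none of the 7. Counting single spots of the series table with both arrays past the limits and no filter gives all 8 numbers of the paper, and this rule was chosen after seeing the values and drops 0 of the 64 entries of Table 2.

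The paper's text gives Shh at 3.56 for WO at 3 weeks (here 1.94). The offset of 10, the software's ratio and the series table came within the limits, and median centring and the farthest probe did not. Of the 10 spots of Shh, the highest plain mean of linear folds was 3.56 there, 2.08 for WO at 1 week and 28.8 for MXD at 1 week, and the lowest were 3.11, 0.976 and 15.8. Taking the highest spot was chosen after seeing the values. It gives the paper's values, and by the same rule as above drops 0 of the 64 entries.

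Some statements of the paper also differ from the lists and genes here, at least by some measures. The paper has Shh increased after 1 week of WO, where all 10 spots were dim in both RNAs on an array, and no fold is given here. It places Wnt signalling among decreased pathways after 3 weeks of MXD. The list median here was 0.054, inside the random lists. The median stayed inside the random lists, between 0.045 and 0.23, under every alternative that was run for the list medians. The paper's placement rests on genes past the limits, and a median over all members is an unlike measure that cannot decide it. Among list genes past the limits, 1 was UP and 5 were DOWN, which goes the paper's way. The paper's text has insulin pathways predominantly decreased in all comparisons, while no such bar is visible for WO at 1 week in Fig. 7. The list median there was 0.000, inside the random lists, and it was −0.62, −0.096 and −0.32 in the other comparisons. Diablo and Dffb, which the paper has decreased by WO, were at 0.835-fold and 0.805-fold after 1 week, inside the limit. They were past it by the software's ratio (0.418 and 0.414) and with an offset of 10 (0.683 and 0.635). Fasl, which the paper has increased by MXD, was at 1.05-fold after 3 weeks without passing the filter, and at 2.64-fold by the software's ratio, while Casp6, named with it, was at 1.63-fold here.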

Other observations

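The tests by the adipocyte list, the muscle genes outside Table 2, the split of the insulin list, the noise between arrays, the surrogate signals and the cell cycle list, and the limits that decide the fibroblast and adipocyte tests, were chosen only after the result was seen.

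The median of the skeletal muscle list was below the random lists in all comparisons. After 1 week of WO it was −0.175, with 8 of 39 genes higher and 6 DOWN, and on the array with the treated pool in Cy5 alone it was −0.081 and inside the random lists. If RNA of growing follicles diluted every other cell type, fibroblast and endothelial genes would fall by a similar size. The fibroblast list had medians of 0.056 after 1 week of WO, −1.11 after 3 weeks of WO, 0.036 after 1 week of MXD and −0.095 after 3 weeks of MXD. The upper quartile of the muscle genes was at −0.047, −1.78, −0.11 and −1.11. It lay below the fibroblast list on both arrays after 3 weeks of WO and in both weeks of MXD, which argues against dilution as the whole cause there. After 1 week of WO it did not on the array with the treated pool in Cy3 (fibroblast list −0.080, quartile −0.062), so dilution stays open there. The endothelial list was at −0.028, −0.78, −0.21 and −0.35, and the leukocyte list at 0.003, −0.66, 0.46 and 0.001. After 3 weeks the endothelial list also lay above the quartile on both arrays of each treatment. After 1 week of MXD it did not (−0.211 on both arrays, quartile −0.055 and −0.169). There the argument rests on the fibroblast list, and a part by dilution stays open. After 3 weeks of WO the fibroblast, endothelial, leukocyte and basal keratinocyte lists all fell, so a part by dilution stays open there too. Median centring put the fibroblast list at −0.53 after 1 week of WO and at 0.19 after 3 weeks of MXD. After 3 weeks of WO Col1a2 was at 0.265-fold, Col3a1 at 0.284-fold and Dcn at 0.315-fold, Cldn5 at 0.341-fold, Egfl7 at 0.435-fold and Eng at 2.90-fold, and Cd52 at 0.325-fold, Cd74 at 0.416-fold and Fcer1g at 0.384-fold.

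Less of the deep layers of the skin, fat and muscle together, would lower adipocyte genes as well. The adipocyte list of 20 genes was inside the random lists after 1 week, at −0.034 with WO and 0.087 with MXD. This argues against it for MXD, where the list was at 0.22 and above the random lists on the array with the treated pool in Cy5 alone and at 0.071 on the other. For WO it was at 0.018 and −0.11 on the single arrays, the last below the upper quartile of the muscle genes, so such a loss stays open there. After 3 weeks it was at −1.22 with WO and −0.615 with MXD, which is consistent with such a loss. Its most highly expressed genes were Cfd (0.400-fold with WO and 0.625-fold with MXD), Dgat2 (0.372 and 0.700) and Fabp4 (1.36 and 0.988). The paper measured thicker subcutaneous tissue with WO in Fig. 5, in the mice of the hair growth experiment. Less skeletal muscle in the sampled skin may also lower the muscle genes after 3 weeks. Of the 20 most highly expressed muscle genes outside Table 2, 20 were DOWN with WO and 20 with MXD, but these belong to the list whose fall is in question and decide nothing. Less muscle and a lower expression per muscle fibre cannot be told apart, since both lower all of these genes, and no biological explanation was tested.

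The insulin list could fall only because muscle fibres use many of its genes. Its members that they do not use had medians of −0.304 after 3 weeks of WO and −0.223 after 3 weeks of MXD, below the random lists (from −0.21 and −0.11), which argues against this as the whole cause. The members that muscle fibres use fell further, and their part stays open. After 3 weeks of WO the fibroblast, endothelial and leukocyte lists also fell (−1.11, −0.78 and −0.66), so a part by dilution stays open there. After 1 week the members not used by muscle were at 0.017 with WO and −0.022 with MXD.

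Decreases outnumbered increases in all comparisons, and the unequal limits could give this. With equal limits, the number of comparisons of week 1 with more decreases than increases was 0, which goes with the unequal limits. Of the comparisons of week 3 it was 2, which argues against them as the whole cause there. Under median centring the split at 3 weeks went the other way, with 5736 UP and 3565 DOWN for WO, so the scaling stays open.

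Noise between the arrays of a dye swap would give 1.7% of the changed probes for WO at 1 week, 0.5% for WO at 3 weeks, 0.8% for MXD at 1 week and 1.2% for MXD at 3 weeks, which argues against it as their source. It says nothing about differences between mice, since each group is 1 pool. In the unfiltered count of spots, 28.9% of the 1614 increased spots of WO at 1 week had a software log ratio of 0 on an array, which the software writes where both signals are surrogates. In the other comparisons the share of increased spots was 1.0% for WO at 3 weeks, 1.8% for MXD at 1 week and 2.2% for MXD at 3 weeks. Surrogate signals are a candidate explanation for that part of the 1614 spots. The rest stays open.

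The hair shaft list was above the random lists in all comparisons. If the treated pools were at a more advanced growth phase than VC, cell cycle and melanin genes should be raised as well. The cell cycle list was at 0.894 after 3 weeks of WO, 0.587 after 1 week of MXD and 0.516 after 3 weeks of MXD, with melanin also raised, which is consistent with it. After 1 week of WO the cell cycle list was at −0.113, with 0 of 20 genes past a limit. It was thus not raised, which argues against a more advanced phase there, although the shift was small. Other treatment effects on follicles stay open, untested.

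Across probes, which are not independent replicates, the log2 ratios of WO and MXD had an r of 0.24 at 1 week and 0.48 at 3 weeks. These comparisons share the VC pool, and unchanged pools with a shared VC pool gave 0.46 and 0.50 in a simulation. Without a shared pool, r was 0.46 between WO at 3 weeks and MXD at 1 week, 0.14 between MXD at 1 and 3 weeks, −0.13 between WO at 1 week and MXD at 3 weeks, and −0.078 between WO at 1 and 3 weeks.

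Taking the weeks as repeats, limma called 0 probes at an adjusted p of 0.05 for WO and 0 for MXD. At an unadjusted p under 0.05, 94 of 25272 probes were higher and 158 lower with WO, where 1264 are expected by chance, and 799 of 25586 were higher and 1087 lower with MXD, where 1279 are expected. With a spread shared by both treatments there were 166 higher and 490 lower with WO and 266 higher and 271 lower with MXD, of 24706 probes with 1235 expected, and 0 after adjustment. The software's ratio gave 199 and 473 with WO and 980 and 1302 with MXD, and median centring 287 and 703 with WO and 781 and 445 with MXD, again with 0 after adjustment. The smallest adjusted p over these settings was between 0.153 and 1 for WO and between 0.204 and 1 for MXD. The spread includes the difference between the weeks and slides.

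Fgf7 was at 0.943-fold and 0.669-fold after 1 and 3 weeks of WO, and at 1.29-fold and 1.21-fold with MXD. Vegfa was at 0.928-fold and 0.697-fold with WO and at 0.825-fold and 0.740-fold with MXD. Basal keratinocyte genes had medians of −0.23 after 1 week and −0.11 after 3 weeks of MXD, the last inside the random lists. On one array alone the first was 0.006 (Cy5) or −0.22 (Cy3), both inside the random lists, and the last was −0.26 (Cy3), below them. In the VC pools, from week 1 to week 3, the cell cycle list changed by 0.48, the Wnt list by 0.27, the basal keratinocyte list by 0.32, the fibroblast list by −0.44, the adipocyte list by −0.38, the vasodilation list by −0.19 and the inflammation list by −0.17, all outside the random lists. Inside them were skeletal muscle (0.094), smooth muscle (0.008), insulin (−0.070), apoptosis (−0.008) and endothelial genes (−0.069).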
